A study of Mus musculus with 18 samples.

How the data were processed

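Poly(A) RNA was sequenced from mouse regulatory T (Treg) cells, which are CD4-positive T cells that express the transcription factor Foxp3. Per the labels' protocols, the cells were freshly sorted from wild-type, untreated mice out of 6 sites, namely spleen, lymph node, liver, lung, bone marrow and peripheral blood, with 3 libraries per site and 18 in all. RNA was extracted with RNAiso Plus, cleaned on a column and made into libraries with a strand-specific (directional) kit, per the labels' protocols. The labels do not state the sorting gates, how cell suspensions were prepared from each organ, the sex or age of the mice, how many animals went into a library, or whether the replicate libraries came from separate sorts.

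The authors deposited 1 table per library with TPM values (length-normalized transcript abundances scaled to a common total) for 55487 Ensembl gene IDs, given to 2 decimals. Neither the labels nor the tables state the aligner, the quantification tool, the genome build, the annotation or whether strand was used in counting, so no coordinates are given here. The deposited values summed to between 999999.27 and 1000000.62 per library. A TPM value is therefore a share of the library's RNA: where abundant RNA of any kind enters a library, every other gene falls in TPM. No pair of the 18 tables held identical values.

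Gene symbols were taken from the names of GENCODE M21, which matched 55141 of the 55487 IDs. The 346 IDs without a symbol held between 258.6 and 728.6 TPM per library and stayed in the tests. Genes with near-identical copies, such as Hspa1a and Hspa1b or the Rnu3b copies, and genes that overlap on either strand share reads, and their separate values are uncertain.

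TPM keeps no library depth. For 12092 genes with 1 annotated transcript of 900 to 8000 bases, the smallest steps between low TPM values were used to find what 1 read was worth, at a transcript length of 1 kb. Between 81.7% and 91.5% of the values of up to 8 reads then fell within 0.1 of a whole read. On simulated libraries of these 12092 genes, the step was recovered with an error of at most 0.08%. The steps served only to compare depth between libraries and to test whether replicate tables differed by more than counting noise, not for the tests between groups. That second check used genes with at least 20 reads over both libraries and gave the variance relative to counting noise (the index of dispersion). It was 0.999 for 2 simulated sets of read numbers with counting noise alone, without the rounding and read assignment of real tables.

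Expression was compared with limma on log2(TPM + 1), so each fold change is on the log2(TPM + 1) scale and understates the change of genes with low TPM. Genes with a mean of at least 1 TPM in at least 1 of the 6 groups were tested, which left 16694. All 18 libraries entered 1 linear model with a mean per group, no covariate and moderated variances (eBayes with trend and robust settings). Peripheral blood was set against each of the 5 organs, and an F test over the 5 contrasts asked whether a gene differed among the 6 groups. P-values were adjusted by the Benjamini-Hochberg method over all genes of a contrast, and genes were called at an adjusted p under 0.05. The design, written before the data were examined, provided for either counts or normalized values. As the deposited unit was TPM, the form for normalized values applied and count-based tests were not run. The rule for naming genes, the 7 tested gene lists, the 10 lists of other cell types and of sex, and most of the alternatives were fixed at the same time.

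For each contrast, the 3 genes with the largest log2 fold change in each direction were named, among genes with an adjusted p under 0.05, a mean of at least 10 TPM in the higher group and no overlap between the 3 blood and the 3 organ libraries. Among genes called in the same direction in all 5 contrasts, the 10 per direction with the largest smallest absolute change were named. Predicted genes named only by number, antigen receptor segments and IDs without a symbol were left out of this ranking. Genes of the fixed lists are named where they serve as markers.

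The 7 tested lists held 18 Treg core genes, 18 genes of resting or circulating T cells, 30 genes of effector and tissue Treg cells, 20 trafficking receptors, 24 cell cycle genes, 20 interferon response genes, and 24 immediate early and stress genes. Each was tested in each contrast with camera, a competitive test of a list against all other genes, at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 35 tests. The other fixed lists held markers of erythroid cells, platelets, hepatocytes, lung epithelium, myeloid cells, B cells, plasma cells, cytotoxic (CD8 T and natural killer) cells and endothelium or stroma, and sex-linked genes. A further 6 lists were written after the values had been seen: general T cell genes, general leukocyte genes, the mitochondrial mRNAs, the mitochondrial ribosomal RNAs, RNAs without a poly(A) tail, and replication histones. No gene was in more than 1 list.

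The fit and the list test were tested on simulated data with the gene means and spreads of all 18 libraries (14820 genes). In the blood libraries 200 genes were changed, and the contrast with spleen was read. The noise was normal and independent between genes, with 1 spread per gene and no difference in depth between libraries. At 10 TPM or more, 96.2% of genes changed by 1 or 2 log2 units were recovered, with a median error of 0.11. The share was 58.8% over all levels and 19.1% for genes changed by 0.5 log2 units. Unchanged genes made up 6.32% of the calls. A simulated list of 20 genes shifted by 0.5 gave an adjusted p of 2.25e-21, and 2.5% of 200 unchanged lists had an unadjusted p under 0.05. In 20 simulated sets with no difference between groups, at most 1 gene was called in any contrast and direction, too few to show what calls in all 5 contrasts would number by chance. The 5 contrasts share the blood libraries, and what sharing alone gives was therefore counted in the same sets at an unadjusted p under 0.05, a choice made after the values had been seen. On average 13.65 genes were then higher and 8.65 lower in all 5 contrasts (at most 21 and 14).

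Similarity between libraries was measured as the Spearman correlation across the tested genes. Alternatives covered the pseudocount (0.1), the gene filter, stricter thresholds (adjusted p under 0.01, or an absolute log2 change of at least 1), quantile normalization, removal of mitochondrial, ribosomal protein, haemoglobin and immunoglobulin genes, scaling by median-of-ratios or by 20 T cell genes, library weights, fits of only the 2 groups compared, the replicate number as a block, other list tests, the 2000 most variable genes or Euclidean distance for similarity, and fits without each library in turn. Computations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.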

Results

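The transcriptome of peripheral blood Treg cells was set against those of Treg cells from 5 other organs, with 3 libraries per group. The series addresses how circulating Treg cells differ from Treg cells residing elsewhere. As the deposited values were TPM, library depth was read from the steps between low values. On average, 1 read of a transcript of 1 kb was worth 0.0823 TPM in peripheral blood, 0.087 in lymph node, 0.116 in bone marrow, 0.157 in spleen, 0.232 in lung and 0.377 in liver. By this step, which counts reads per length of transcript, the blood libraries were 4.58 times as deep as the liver libraries. Lymph node was 4.34 times as deep, bone marrow 3.26 times, spleen 2.4 times and lung 1.62 times. Read numbers on single-transcript genes did not set lymph node (518005 to 620286 per library) above bone marrow (590367 to 604997). The mean number of genes above 0 TPM followed the step only in part: 19706 in bone marrow, 19518 in blood, 19184 in lymph node, 16725 in spleen, 15407 in lung and 14356 in liver. Genes of low expression were therefore measured with less precision in liver and lung, and a value listed at 0 there is not evidence of absence.

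Replicates differed more in the shallow groups. Among genes of at least 100 TPM, the median coefficient of variation between 3 replicates was 2.55% in lymph node, 3.23% in bone marrow, 4.46% in blood, 5.24% in spleen, 8.0% in lung and 10.5% in liver. Read numbers of single-transcript genes differed between replicates by 2.31 to 8.2 times the counting noise over the 18 replicate pairs. Each library was counted as 1 replicate, although noise of read assignment could add to these values. Some values of 0 can be failed estimates: in liver, 27 genes were at 0 in one library and at 100 TPM or more in another, against 1 to 6 genes in the other groups. The mitochondrial gene mt-Nd3 (ENSMUSG00000064360), for example, was listed at 0, 0 and 1313 TPM in the 3 liver libraries.

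The groups also differed in abundant RNA classes. Mitochondrial genes took 9.44% of the TPM in blood, 8.5% in lung, 6.67% in liver, 5.74% in spleen, 5.0% in lymph node and 4.78% in bone marrow. Ribosomal protein genes ranged from 16.4% in blood to 27.6% in spleen. Haemoglobin genes reached 1.14% in liver and 0.293% in blood. Antigen receptor segments of T cells made up 0.417% in blood, against 0.61% to 0.907% in the organs.

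Across the 16694 tested genes, which are not independent replicates, blood libraries correlated most with bone marrow (mean Spearman rho 0.907 ± 0.0011, SD over 9 library pairs), then with spleen (0.873 ± 0.0008), lymph node (0.855 ± 0.0007), lung (0.853 ± 0.0033) and liver (0.83 ± 0.0033). Lymph node and lung differed by less than the SD of the lung pairs. Replicates correlated at 0.978 within blood and at 0.911 within liver, the lowest of the 6 groups, and this precision bounds the correlations between groups. The alternative that moved these values most was the use of the 2000 most variable genes, where bone marrow stayed first at 0.528 and lung came before spleen. The first principal component held 30.3% of the variance and the second 18.6%.

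Whether blood Treg cells differed from those of each organ was tested gene by gene with limma. Against spleen, 3362 genes were higher and 2550 lower in blood at an adjusted p under 0.05. Against lymph node, 2745 genes were higher and 3504 lower. The bone marrow contrast gave 2176 higher and 3132 lower, the fewest calls of the 5 (5308). For liver, 3887 genes were higher and 2693 lower, and for lung 4415 were higher and 2881 lower, the most calls of the 5 (7296). This order depended on the setting: library weights gave the fewest calls for liver (5030) and the most for lymph node (10167). Scaling to T cell genes gave the most for liver (11013). Between 812 genes (lower, spleen) and 2678 genes (higher, lung) per contrast and direction also changed by at least 1 log2 unit. The 3 blood libraries did not overlap the 3 organ libraries in 45.5% (liver) to 64.5% (lymph node) of the tested genes, where chance gives 10%. The median standard error of a log2 fold change was 0.254. Scaling each library to 20 T cell genes moved the counts for spleen to 9473 higher and 437 lower, so the split of calls into higher and lower depends on the scale. An F test over the 5 contrasts called 11348 genes (68% of those tested) as different among the 6 groups.

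**Figure D1:**
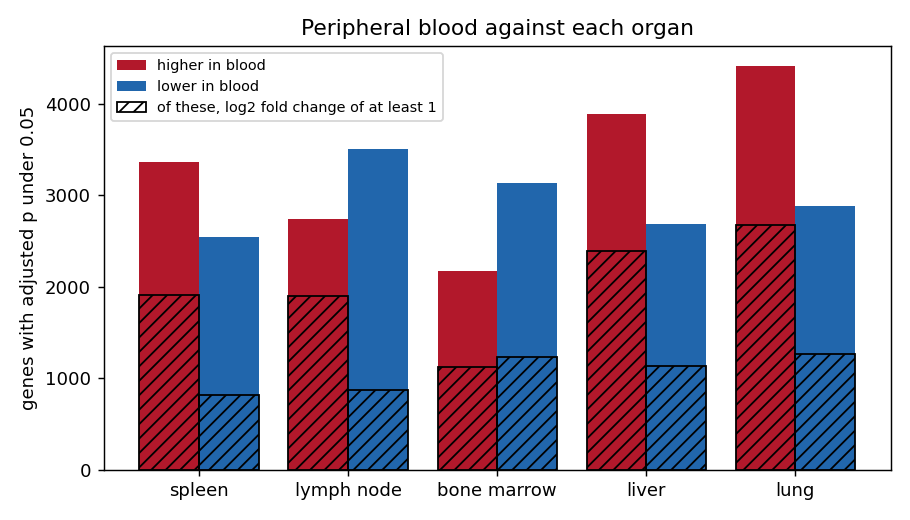
Bars give the number of genes called higher (red) or lower (blue) in peripheral blood than in each organ at a limma adjusted p under 0.05, with hatched parts for changes of at least 1 log2 unit. Higher calls outnumber lower ones for spleen, liver and lung, and the tallest bar is the 4415 genes higher than in lung, a split that another scaling changes.

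The genes with the largest increase over spleen were Gng11 (ENSMUSG00000032766), with 666.9 ± 37.5 TPM in blood (SD, n = 3) and 0.3 ± 0.26 in spleen (log2 fold change 9.03, SE 0.46, adjusted p 3.4e-10), Ppbp (ENSMUSG00000029372) with 816.9 ± 51.6 TPM in blood and 0.99 ± 0.6 in spleen (8.73), and Pf4 (ENSMUSG00000029373) with 680.0 ± 14.8 and 1.82 ± 2.46 TPM (8.29). Gng11, Ppbp and Pf4 also led the lung contrast, with log2 fold changes of 8.18, 7.90 and 7.61. Against lymph node, Il1b (ENSMUSG00000027398) changed most, from 1.01 ± 0.95 TPM in lymph node to 1576 ± 39.1 in blood (log2 fold change 9.71, SE 0.38, adjusted p 1.1e-11), followed by Ppbp (9.43) and Gng11 (9.27). The liver contrast was led by Ppbp (9.01), Pf4 (8.80) and Alox5ap (ENSMUSG00000060063, 8.21), and the bone marrow contrast by Gng11 (8.12), Myl9 (ENSMUSG00000067818, 7.85) and Tubb1 (ENSMUSG00000016255, 7.32). None of these genes changed direction or lost its call in these contrasts under the other scalings, pseudocount, filter or weights, nor without any single library.

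In the other direction, Prg2 (ENSMUSG00000027073) had 0.22 ± 0.27 TPM in blood and 177.4 ± 5.24 in bone marrow (log2 fold change -7.21, SE 0.55, adjusted p 6.3e-08). Mpo (ENSMUSG00000009350) had 3.21 ± 0.61 and 535.0 ± 15.4 TPM (-7.00) and Elane (ENSMUSG00000020125) 2.37 ± 0.34 and 366.4 ± 8.38 TPM (-6.77). Against liver, Hspa1b (ENSMUSG00000090877) fell by 7.97 on the log2 scale, from 2470.3 ± 260.7 TPM in liver to 8.81 ± 0.58 in blood (SE 0.08, adjusted p 3.8e-18), and its near-identical neighbour Hspa1a (ENSMUSG00000091971) fell by 7.42, although reads of the pair cannot be assigned with certainty. Against lung, Ramp3 (ENSMUSG00000041046) had 2.62 ± 0.66 TPM in blood and 782.5 ± 12.3 in lung (log2 fold change -7.78, SE 0.18, adjusted p 3e-14), and Crem (ENSMUSG00000063889) 11.8 ± 4.43 and 1336.7 ± 32.9 TPM (-6.78). Scgb1a1 (ENSMUSG00000024653), listed at 0 in each blood library, had 264.1, 196.8 and 215.0 TPM in the lung libraries.

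The rule also named small nucleolar RNA genes that were listed at 0 in every blood library, for which no fold is given. Rnu3b1 (ENSMUSG00000098943), Rnu3b3 (ENSMUSG00000099291) and Rnu3b4 (ENSMUSG00000104896) held identical values, 80.9 ± 24.1 TPM in spleen (SD, n = 3) and 31.2 ± 8.36 in lymph node, and are near-identical copies that share reads. Rnu3a (ENSMUSG00000106147) had 104.3 ± 26.9 TPM in liver, with an adjusted p of 0.001 that rose to 0.104 under library weights, where its range over all alternatives began at 0.000389. Leaving out lymph node replicate 1 raised the adjusted p of the 3 Rnu3b genes against lymph node from 0.0174 to 0.0502, in a range over all alternatives from 7.59e-07. These RNAs are short and lack a poly(A) tail, so a poly(A) library measures them poorly.

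In all 5 contrasts together, 1251 genes were higher and 575 lower in blood. At an unadjusted p under 0.05 the numbers were 1441 and 739, where simulated sets without differences, sharing the blood libraries in the same way, gave means of 13.65 and 8.65. In 100 regroupings of the 18 libraries, the real one included, no other had more than 207 genes called in all 5 contrasts. The 10 shared genes with the largest smallest increase were Tubb1, Myl9, Gng11, Nrgn (ENSMUSG00000053310), Clu (ENSMUSG00000022037), Ppbp, Alox12 (ENSMUSG00000000320), Gchfr (ENSMUSG00000046814), Retnla (ENSMUSG00000061100) and Gp9 (ENSMUSG00000030054). For Tubb1, blood had 222.2 ± 4.6 TPM and no organ more than 0.65, and its log2 fold changes ran from 7.23 against lung to 7.80. The smallest log2 fold changes of the others ranged from 6.91 for Myl9 to 5.42 for Gp9, and the largest adjusted p of the 10 genes was 1.2e-06, for Ppbp against bone marrow.

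Lower in all 5 contrasts by the same rule were Ccr8 (ENSMUSG00000042262), Rgs16 (ENSMUSG00000026475), Tigit (ENSMUSG00000071552), Pdcd1 (ENSMUSG00000026285), Spock2 (ENSMUSG00000058297), Penk (ENSMUSG00000045573), Maf (ENSMUSG00000055435), Ptpn13 (ENSMUSG00000034573), Cish (ENSMUSG00000032578) and Smco4 (ENSMUSG00000058173). Ccr8 had 0.5 ± 0.3 TPM in blood and between 19.5 (bone marrow) and 91.3 TPM in the organs, an absolute log2 fold change of at least 3.78 (SE 0.16, adjusted p at most 6.8e-11). Tigit had 15.2 ± 1.8 TPM in blood and 138.5 to 452.7 in the organs (at least 3.11), and Pdcd1 4.7 ± 0.4 TPM against 31.9 to 295.4 (at least 2.54). The smallest absolute log2 fold changes of the other 7 genes ranged from 1.74 (Smco4) to 3.17 (Rgs16). The 10 higher and 10 lower genes kept their calls in all 5 contrasts under each scaling, pseudocount, filter and weighting tried. Scaling to T cell genes moved the shared counts most, to 4210 higher and 64 lower, and all 64 were among the 575.

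**Figure D2:**
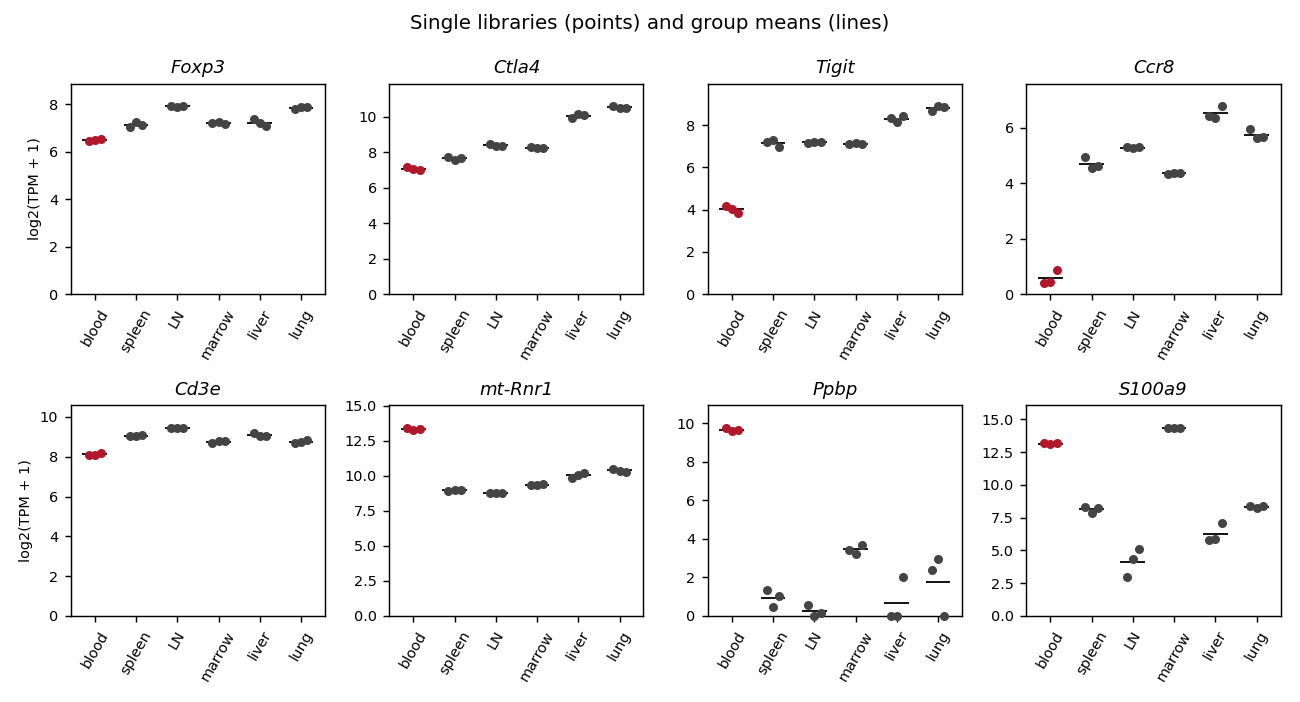
Each panel plots log2(TPM + 1) of a gene in each library (points) with the group mean (line), for 3 libraries per group. Foxp3, Ctla4, Tigit, Ccr8 and Cd3e were lowest in the blood libraries (red) on this scale, though Foxp3 and Ctla4 were higher there than in spleen after scaling to T cell genes, mt-Rnr1 and Ppbp were highest there, and S100a9 was highest in bone marrow.

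Foxp3 (ENSMUSG00000039521), the defining Treg transcription factor, was measured at 88.7 ± 3.39 TPM in blood (SD, n = 3), 139.7 ± 9.03 in spleen, 147.5 ± 3.08 in bone marrow, 149.1 ± 15.8 in liver, 230.4 ± 7.65 in lung and 238.5 ± 2.14 in lymph node. Its log2 fold change in blood ran from -0.65 (spleen, limma adjusted p 1.82e-06) to -1.42 (lymph node, 1.5e-10). After scaling to T cell genes, the Foxp3 values became 0.269 against spleen and 0.124 against liver, and those against bone marrow and liver no longer passed. Ctla4 (ENSMUSG00000026011) had 133.9 ± 6.98 TPM in blood, with log2 fold changes from -0.58 against spleen to -3.46 against lung, where T cell scaling turned the spleen value to 0.341 and took the call against lymph node. Cd3e (ENSMUSG00000032093), a general T cell gene, had 277.2 ± 8.04 TPM in blood and had log2 fold changes from -0.63 (bone marrow) to -1.31 (lymph node).

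Of the 35 list tests, 26 passed an adjusted p under 0.05 in camera. All 26 held with the same direction in fry, a self-contained rotation test in which 34 of the 35 passed, and all 26 held in camera with an estimated correlation. Scaling to T cell genes raised the list medians in all 5 contrasts. The Treg core list was lower in blood in all 5 contrasts, with median log2 fold changes of -0.74 (spleen), -1.33 (lymph node), -0.54 (bone marrow), -0.92 (liver) and -0.98 (lung) and adjusted p from 3.62e-15 to 0.000223, but its median became 0.17 against spleen and 0.02 against bone marrow after scaling to T cell genes. Of its 18 genes, 18, 18, 15, 17 and 14 were called in these contrasts over all genes tested, and 18, 18, 16, 18 and 15 when adjusted over the list alone. Of the calls, 1, 1, 4, 2 and 3 were higher in blood. Entpd1 (ENSMUSG00000048120) was among them in all 5 contrasts, with log2 fold changes of 0.97 to 2.24, but the call against bone marrow (0.97) was lost without any 1 of the 6 libraries compared (adjusted p from 0.0542 to 0.0921, in a range over all alternatives from 0.000523).

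The effector and tissue list was also lower in blood, with medians of -0.60 (spleen), -0.95 (lymph node), -1.38 (bone marrow), -1.86 (liver) and -2.29 (lung) and adjusted p from 1.64e-19 to 0.000915, and its medians against spleen and lymph node turned to 0.26 and 0.19 after scaling to T cell genes. It called 27, 27, 25, 27 and 30 of its 30 genes over all genes tested, and 27, 28, 26, 28 and 30 adjusted over the list alone. The genes went both ways, with 10, 8, 6, 4 and 3 of the calls higher in blood. Il10 (ENSMUSG00000016529) had log2 fold changes from -2.84 (spleen) to -4.86 (lung) and Areg (ENSMUSG00000029378) from -2.39 (spleen) to -6.74 (lung). Fgl2 and Cd44 were among the genes higher in blood, where RNA of other cells was not tested as their source.

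Cell cycle genes were lower in blood in all 5 contrasts and under each scaling, with medians of -1.29 (spleen), -1.72 (lymph node), -3.51 (bone marrow), -1.97 (liver) and -0.80 (lung) and adjusted p from 2.05e-22 to 6.5e-05. Over all genes tested 19, 21, 24, 22 and 13 of the 24 were called, and 20, 22, 24, 23 and 15 adjusted over the list alone. The 24 genes summed to 1330 TPM in bone marrow, against 252.6 (lung) to 473.5 (liver) in the other organs and 105.8 in blood. Myeloid genes also summed to 47563 TPM in bone marrow. RNA of other cells was not tested as a source of the cell cycle genes there, and scaling to T cell genes does not remove such RNA. The resting and circulating list was higher against spleen (median 0.56), bone marrow (0.96) and liver (0.55), with adjusted p of 6.98e-06, 4.95e-11 and 0.00747, under each scaling. Against lymph node (0.16, adjusted p 0.103) and lung (0.81, adjusted p 0.444) it did not pass. Its calls were 13, 11, 17, 14 and 16 of 18 genes over all genes tested, and 14, 12, 17, 14 and 16 adjusted over the list alone.

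Immediate early and stress genes were higher in blood than in spleen (median 0.72) and lymph node (1.23) and lower than in bone marrow (-0.67), liver (-0.78) and lung (-0.39), with adjusted p from 2.22e-11 to 0.000114, and the medians against liver and lung became 0.08 and 0.17 after scaling to T cell genes. The calls numbered 22, 20, 21, 21 and 20 of 24 genes over all genes tested, and 22, 21, 21, 22 and 20 adjusted over the list alone. Interferon response genes were higher than in bone marrow (0.60, adjusted p 1.61e-06) and lung (0.82, adjusted p 1.23e-05) and did not pass against spleen, lymph node or liver (medians 0.13, -0.03 and 0.32). Of 20 interferon genes, 12, 12, 13, 14 and 18 were called over all genes tested and 15, 12, 14, 14 and 18 adjusted over the list alone. Trafficking receptors passed only against spleen (0.21, adjusted p 0.0351), where removal of the abundant RNA classes gave an adjusted p of 0.11, in a range over all alternatives from 0.00412, and leaving out spleen replicate 1 gave 0.0514. Their medians elsewhere were 0.23 (lymph node), 0.00 (bone marrow), -0.08 (liver) and 0.19 (lung), over calls in both directions, 15, 17, 17, 17 and 18 of 20 genes over all genes tested and 16, 17, 17, 17 and 18 adjusted over the list alone.

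**Figure D3:**
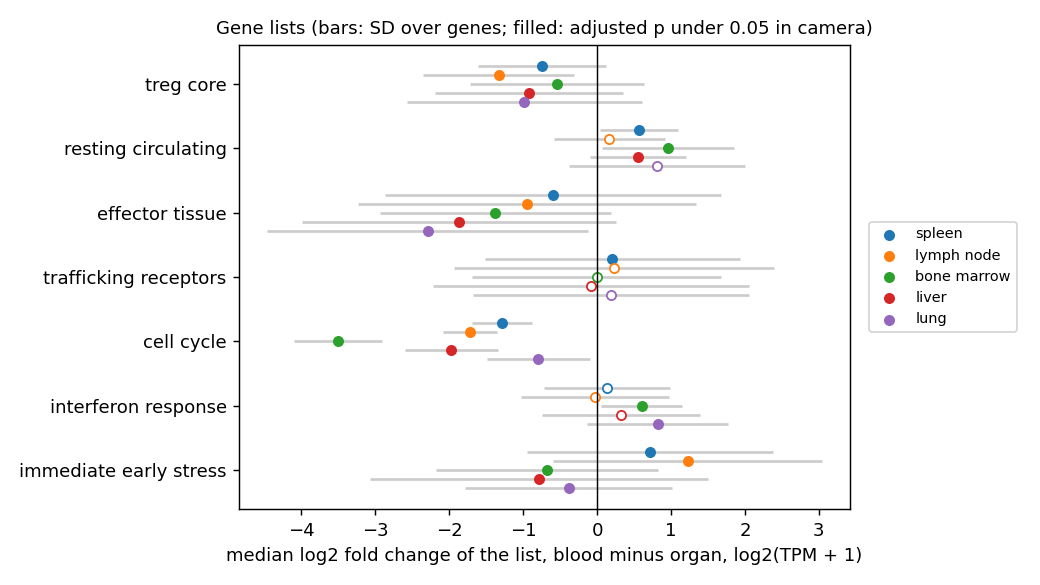
Points give the median log2 fold change on the log2(TPM + 1) scale of each tested list in blood against each organ, bars the SD over the genes of the list, and filled points an adjusted p under 0.05 in camera. Cell cycle medians ran from -3.51 (bone marrow) to -0.80 (lung), and the Treg core and effector medians were all below 0 here, though 4 of these 10 turned positive after scaling to T cell genes. RNA of other cells in the libraries was not removed for any list.

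Markers of other cell types were measured in the same libraries. All 7 platelet genes were called higher in blood in each contrast, with medians from 4.71 (bone marrow) to 7.10 (lymph node), and summed to 2223 ± 18.6 TPM in blood (SD, n = 3) against 3.2 ± 2.43 in lymph node, where 2 of the 7 reached 1 TPM. Myeloid genes summed to 26294 ± 423.7 TPM in blood, 47563 ± 218.8 in bone marrow, 1801 ± 50.9 in lung, 797.9 ± 92.5 in spleen, 288.3 ± 107.8 in liver and 66.2 ± 27.1 in lymph node, where 10 of the 14 reached 1 TPM. Their median log2 fold changes were 4.15 (spleen), 6.06 (lymph node), 0.01 (bone marrow), 5.02 (liver) and 2.35 (lung). S100a9 (ENSMUSG00000056071) alone had 9048 ± 304.9 TPM in blood, 20702 ± 20.4 in bone marrow and 19.8 ± 13.2 in lymph node. Lyz2 (ENSMUSG00000069516) had 7469 ± 107.2 TPM in blood and 13.1 ± 3.37 in lymph node.

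Cytotoxic cell genes had medians of 2.18, 2.33, 2.84, 3.38 and 2.14 against spleen, lymph node, bone marrow, liver and lung, and 8 of the 9 reached 1 TPM in lymph node. B cell genes, all 10 of which reached 1 TPM in lymph node, had medians of 0.32, 1.89, 0.18, 3.09 and 1.89 in the same order. Erythroid genes had medians of -0.19, 3.79, -1.88, -1.62 and 0.68. That against spleen changed sign after scaling to T cell genes, and that against lymph node became 0.25 on removal of the abundant RNA classes. Plasma cell genes had medians of -1.37, 0.51, -0.91, 0.39 and 0.76. The hepatocyte median against liver was -0.71 and from 0.27 to 0.53 elsewhere, and Alb (ENSMUSG00000029368) had 5.39 ± 1.18 TPM in liver. The lung epithelial median was -2.23 against lung and 0 in the other 4 contrasts. Endothelial and stromal genes had medians of 0.18, 0.03, -0.44, 0.03 and -0.38, and sex-linked genes of 0.11, 0.01, 0.36, -0.05 and -0.15. The sex-linked medians against liver and lung became 0.79 and 0.41 after scaling to T cell genes. Those against spleen and lymph node became -0.05 and -0.06 on removal of the abundant RNA classes. Xist (ENSMUSG00000086503), transcribed from the inactive X chromosome, had a mean of at most 0.14 TPM in any group, and Ddx3y (ENSMUSG00000069045), on the Y chromosome, at least 57.3 TPM in each.

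The 20 general T cell genes had medians of -0.99, -1.19, -0.56, -0.99 and -0.65 in the same order, which scaling to themselves brought near 0 by construction, with 18, 20, 16, 19 and 15 genes called lower and 0, 0, 1, 0 and 3 called higher. Leukocyte genes shared by all white blood cells had medians of 0.29, -0.15, 0.08, 0.34 and 0.65, that against lymph node changing sign under median-of-ratios and T cell scaling. The 2 mitochondrial ribosomal RNAs were higher in blood by medians of 4.31, 4.37, 3.81, 3.27 and 2.75 under each scaling that kept them, with mt-Rnr1 (ENSMUSG00000064337) at 10575 ± 415.9 TPM in blood and 437.6 ± 7.28 in lymph node, and mt-Rnr2 (ENSMUSG00000064339) at 11686 ± 310.3 and 661.7 ± 15.5 TPM. The 13 mitochondrial mRNAs had medians of 0.49, 0.55, 0.68, 0.66 and -0.12, the last of which turned positive after scaling to T cell genes. The 10 tested RNAs without a poly(A) tail had medians of -0.83, -0.02, -1.70, -1.47 and -0.43, and replication histones of -0.44, -0.43, -1.40, -0.02 and 0.24, where T cell scaling turned the lymph node median of the former and the liver median of the latter positive.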

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

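The settings chosen only after the results had been seen were median-of-ratios scaling, scaling to T cell genes and library weights and, for the lists, the lower pseudocount, quantile normalization and removal of abundant RNA classes (for single genes, the lower pseudocount and quantile normalization). For the 8 genes picked from the lists, every setting was chosen after their values had been seen. Alternatives that need counts (count-based tests, count normalizations and the filter on low counts) were not run, since the deposited unit was TPM. Results not named here kept their side of the threshold, with counts within 1.5 times, and those past it kept their direction. Medians of interferon and trafficking lists that passed neither as deposited nor under the alternative changed sign in places, such as that of trafficking genes against lung (-0.10 under quantile normalization) and of interferon genes against spleen (-0.02 without abundant classes).

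Scaling each library to 20 T cell genes gave 9473 higher and 437 lower against spleen, 10117 and 264 against lymph node, 5863 and 1232 against bone marrow, 10195 and 818 against liver, 8358 and 1373 against lung, and 4210 and 64 in all 5 contrasts. Higher calls then made up 95.6%, 97.5%, 82.6%, 92.6% and 85.9% of the calls in the 5 contrasts, against 56.9%, 43.9%, 41%, 59.1% and 60.5% as deposited. By construction, this setting takes out the lower T cell genes of blood, and it moved the median of all genes by 0.746, 0.954, 0.453, 0.731 and 0.464. Median-of-ratios scaling gave 1911 lower genes against lymph node and 2030 against bone marrow, with 64.5% and 59.4% higher calls and shifts of 0.158 and 0.13. Quantile normalization put 45.2% (spleen), 45.8% (liver) and 48.3% (lung) of the calls higher, with shifts of -0.118, -0.121 and -0.135, and removal of abundant RNA classes put 46.2% higher for spleen. The split of calls into higher and lower thus depended on the scale, and which scale fits the cells cannot be read from TPM.

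Among lists past the threshold as deposited or under T cell scaling, the medians that changed sign under it were those of Treg core genes against spleen (0.171) and bone marrow (0.024), effector genes against spleen (0.257) and lymph node (0.195), interferon genes against lymph node (1.11), and immediate early genes against liver (0.081) and lung (0.174). Relative to the median of all genes under that scaling, these stood at -0.58, -0.33, -0.49, -0.61, 0.31, -0.73 and -0.43. A factor per library moves a list and all other genes nearly alike, so these differences cannot test the scale. The first 2 were -0.74 and -0.44 as deposited. In the same measure the T cell genes stood at -0.82 (spleen), -0.80 (lymph node), -0.35 (bone marrow), -0.93 (liver) and -0.69 (lung), below each of these lists. Trafficking medians against bone marrow (0.53) and liver (0.78), not past the threshold in either setting, changed sign too. T cell scaling also took 5 list tests past the threshold (interferon against spleen, lymph node and liver, resting and trafficking genes against lymph node), and median-of-ratios scaling took 2 past it (resting and trafficking genes against lymph node). Trafficking genes against spleen lost their call on removal of abundant classes (adjusted p 0.11), with a pseudocount of 0.1 (0.051), under quantile normalization (0.0509) and without spleen replicate 1 (0.0514), in a range from 0.00412 over all alternatives; the cause was not tested. Of 40 values of 8 single list genes, T cell scaling reversed 3: Foxp3 against spleen (0.269) and liver (0.124), and Ctla4 against spleen (0.341). It took 6 others under the threshold (4 of Cd3e, itself in the scaling list, 1 of Foxp3 and 1 of Ctla4). The reversed Foxp3 value against liver did not pass either (limma adjusted p 0.122). Over all alternatives, between 25 and 34 of the 35 list tests passed.

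Asking for an absolute log2 change of at least 1 left 1915 higher and 812 lower genes for spleen, 871 lower for lymph node, 1128 and 1237 for bone marrow, 2391 and 1132 for liver, 2678 and 1265 for lung, and 770 and 117 in all 5 contrasts, fewer by construction. At an adjusted p under 0.01, the lower genes numbered 1689 for spleen, 2059 for bone marrow and 360 in all 5 contrasts. Library weights gave 6259 lower genes for lymph node and 3458 higher and 5472 lower for bone marrow. Fits of only the 2 groups compared gave 5968 lower genes for lymph node and 3319 and 5159 for bone marrow. Lymph node, bone marrow and blood had the smallest spread between replicates, and both settings stop these groups from sharing the wider spread of liver and lung (weights of 0.23 to 0.41, against 1.7 to 3.49). The shared spread can in turn be too narrow for liver and lung, whose calls fell to 5030 and 6816 under weights. Of their calls as deposited, 397 for liver and 356 for lung had overlapping libraries, against 49 (lymph node) to 109 (spleen) elsewhere. Of the 50 named gene values, library weights took 1 under the threshold (Rnu3a against liver, adjusted p 0.104).

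Over the 2000 most variable genes, the correlation with blood was 0.528 for bone marrow, 0.409 for lung (place 2), 0.366 for spleen (place 3), 0.252 for liver (place 4) and 0.209 for lymph node (place 5). By Euclidean distance no place changed. Bone marrow was nearest to blood under each of these measures.

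Leaving out each library of the 2 groups in turn gave from 2945 to 3091 higher and 2034 to 2214 lower genes for spleen, 2431 to 2493 and 2830 to 2912 for lymph node, 1793 to 1882 and 2494 to 2625 for bone marrow, 3343 to 3898 and 2281 to 2862 for liver, and 3880 to 4276 and 2437 to 2848 for lung. Over the 18 fits, from 1073 to 1306 genes were higher and 446 to 631 lower in all 5 contrasts, from 10719 to 11846 differed among the groups, and 25 to 26 list tests passed. The correlation of blood with spleen ran from 0.872 to 0.873 and that with liver from 0.827 to 0.831. Besides trafficking genes, the calls lost were that of Entpd1 against bone marrow without any 1 of the 6 libraries (log2 fold changes from 0.897 to 1.032, adjusted p from 0.0542 to 0.0921, range over all alternatives from 0.000523) and those of the identical Rnu3b1, Rnu3b3 and Rnu3b4 against lymph node without lymph node replicate 1 (adjusted p 0.0502, range over all alternatives from 7.59e-07).

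The labels number the replicates 1 to 3 in each group. Same-numbered libraries of different groups deviated together weakly at most. Over the 15 pairs of groups, the mean correlation of their deviations from the group means lay between -0.033 and 0.143, with a lowest single value of -0.095. The highest mean was that of blood and lymph node, where the lowest single value was 0.051, so a weak link there is not excluded. The fit with the replicate number as a block gave 3323 higher and 2480 lower genes for spleen, 2709 and 3464 for lymph node, 2113 and 3032 for bone marrow, 3799 and 2628 for liver, 4331 and 2832 for lung, 1221 and 548 in all 5 contrasts, and 26 list tests. It changed no call of a list or named gene.

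Depth limits the genes of low expression. In liver, 1 TPM on a transcript of 1 kb corresponds to 2.7 reads, against 12.2 in blood, so genes near 1 TPM that differed between them were counted on few reads. Calls were less complete at low levels in the simulated data. There, 96.2% of genes changed by 1 or 2 log2 units were recovered at 10 TPM or more and 58.8% over all levels. Those data held no difference in depth between libraries, so they do not show what depth adds in liver.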

Other observations

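Tests chosen only after the result had been seen were those of myeloid, platelet, natural killer and CD8 T cell RNA, of dilution, of mitochondrial RNA of every kind and of replicate tables of one library. The outcome of the poly(A) test was set before its result was seen, but its list was written after other values had been seen. The tests of similarity to bone marrow, of a shared pool, and of other splits of the libraries were set beforehand.

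Marker genes of other blood cells were abundant in the blood libraries. All 14 myeloid genes were higher in blood than in lymph node, by a median of 6.06 on the log2 scale (1.37 to 9.08), the most abundant ones included: S100a9 had 9048 TPM in blood and 19.8 in lymph node, and Lyz2 7469 and 13.1 TPM. All 7 platelet genes were higher, by a median of 7.1, with Ppbp at 816.9 TPM in blood. In lymph node, 10 of the 14 myeloid and 2 of the 7 platelet genes also reached 1 TPM. A candidate source is a share of myeloid cells and of platelets, free or attached to T cells, in the sorted blood samples, since whole lists with their leading genes rose together. Expression of these genes by blood Treg cells themselves was not tested and stays open, as these libraries pool many cells.

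Of the cytotoxic list, the 7 natural killer genes were all higher in blood than in lymph node (median 3.98, lowest 1.82, highest 6.98), among them Nkg7 with 89.1 TPM in blood and 24.7 in lymph node and Klrb1c with 34.1 and 1.24 TPM. Cd8a and Cd8b1 were not: the higher of their log2 fold changes was -0.52. Cd8a had 12.84 TPM in blood and 18.8 in lymph node, a level that would hide a small share of CD8 T cells, and Cd8b1 had 19.63 and 29.02 TPM. Neither was called higher than in spleen, where Cd8a had 12.73 and Cd8b1 22.89 TPM, while Cd8a had only 4.59 in bone marrow, 3.14 in liver and 2.27 in lung. With no rise over some organs and a rise over others, RNA of CD8 T cells cannot be told apart from other sources. RNA of natural killer cells may account for the rise, and expression by Treg cells was not excluded. In bone marrow, all 14 myeloid genes were above lymph node by a median of 7.91 (2.11 to 10.46), with Mpo at 535.0 and Elane at 366.4 TPM, as RNA of myeloid cells and their precursors in the sorted samples could give. Genes of granules and platelets that lead the named genes of these contrasts therefore cannot be read as Treg cell expression without single-cell or protein data. The same limit holds for genes of the tested lists that were higher in blood, Entpd1, Fgl2 and Cd44 among them, since their source was not tested.

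RNA of other cells in a library lowers the TPM of every T cell gene. After scaling to 20 T cell genes, the median of each list was compared with that of the T cell genes, with an interval from 10000 resamplings of the genes of both lists (99.5%, for 10 list contrasts), which treats genes as independent. For effector genes against lung, the difference was -1.66 (interval -3.19 to -0.43), with 22 of 30 genes called lower and 3 higher after the scaling, which argues against dilution as the whole cause there. Against bone marrow and liver, the differences were -0.89 (-1.82 to 0.81) and -0.99 (-2.57 to 0.45), with 18 and 18 of 30 genes called lower and 10 and 7 higher. Against spleen and lymph node they were 0.33 and 0.19, with 11 and 12 called lower and 14 and 14 higher. For the Treg core list, the difference farthest from 0 was -0.34 (lung, -2.01 to 1.03), and 6 to 10 of its 18 genes were called lower and 2 to 8 higher. Since these intervals held 0, the list medians cannot tell dilution of T cell RNA from a change in the Treg cells. This holds for the Treg core list and for effector genes against spleen, lymph node, bone marrow and liver. Dilution by 1 factor alone would not leave members called in both directions after the scaling. Over the 5 contrasts, however, 5 to 9 of the 20 T cell genes were also called lower and 3 to 6 higher, so such calls do not decide it. What remains against lung may reflect a difference by organ that the design names, and handling that differs by organ was not tested and stays open. The interval and the division by organ were set after the values had been seen. They replaced a comparison in SDs of single T cell genes, not suited to a median, by which bone marrow and liver had also seemed to argue against dilution.

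Both mitochondrial ribosomal RNAs, mt-Rnr1 and mt-Rnr2, were higher in blood than in each organ, by medians of 2.75 to 4.37 on the log2 scale. Weaker poly(A) selection in the blood libraries would raise other RNAs without a poly(A) tail as well, but the highest of the medians of 10 such RNAs over the 5 contrasts was -0.02. More mitochondrial RNA of every kind would raise the 13 mitochondrial mRNAs as much, but the highest of their medians was 0.68. The mRNA values argue against the second explanation. Against weaker poly(A) selection the evidence is weaker, since the median over the whole list of such RNAs was 0 TPM in every group. Of the 10 tested, 0 were called higher in any contrast. Their median against lymph node became 0.17 after scaling to T cell genes, where that of the 2 mitochondrial ribosomal RNAs was 5.56. RNA of platelets, which hold mitochondria, was not tested as a source for these 2 RNAs.

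Blood was closer to bone marrow than to any other organ. Over 8421 genes of at least 10 TPM in lymph node, the group with the least myeloid and platelet RNA, the mean correlation with bone marrow (0.893) still exceeded that with spleen (0.859), the organ set for this test, by 0.034. Lymph node (0.863), behind spleen over all tested genes, came second here. This would speak against RNA of the same other cells in both groups as the cause, but 3 of the 14 myeloid genes remained among the 8421, so shared RNA of other cells and similarity of the Treg cells cannot be told apart. The outcome set beforehand for this test had counted such a value against shared RNA, and the more cautious reading was adopted after the value had been seen.

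Spread between replicates was small, with a median coefficient of variation down to 2.55% in lymph node. The tables differed by more than counting noise: the lowest index of dispersion over the 18 replicate pairs was 2.31, where counting noise gives 1. Noise of read assignment was not simulated, so repeated runs of one library are not excluded. Marker genes of other cells and immediate early genes, which could vary with each sort, had 0.8 (bone marrow) to 1.08 (liver) times the coefficient of variation of other genes at the same level. One sort or RNA pool per organ and separate sorts cannot be told apart by this ratio, because separate sorts handled alike would give it too. If the replicates came from one pool, the spread between animals would be missing from all tests here.

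Other splits of the 6 libraries of each contrast into groups of 3 were fitted. For spleen, lymph node, bone marrow, liver and lung, 1 of the 10 splits gave as many genes as the real one, namely the real split itself, and no other split gave more than 2, 2, 1, 6 and 1 genes. With 10 splits the share cannot fall under 0.1. Among 100 regroupings of the 18 libraries, the real one included, 1 gave as many genes called in all 5 contrasts (1826, against at most 207 in the others) and 1 as many among the 6 groups (11348, against at most 2674), which argues against a grouping by chance. Any difference that goes with the organ, in the Treg cells, in RNA of other cells or in handling, would give this result, so it does not tell these apart.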
